A study of Homo sapiens with 9 samples. Its data were reported in "Systems modeling of oncogenic G-protein and GPCR signaling reveals unexpected differences in downstream pathway activation" (2024).

How the data were processed

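HEK293T cells were profiled by RNA sequencing after transfection, in 3 groups of 3 replicates, labelled WT, GNAQ Q209L and CYSLTR2 L129Q. Libraries were made with a stranded, poly(A)-selecting kit. The authors trimmed reads with Trim Galore, aligned them with STAR to the human genome build hg38 and counted reads with HOMER. Per the file headers, the deposited values are raw counts per gene over the exons of one transcript per gene of GENCODE 39, without normalization and without an option for strand, so that overlapping and antisense genes can share counts. Among the genes named by the rules given below, ETV5, HSPA6, CCN2, AMOTL2, IGFBP5 and LINC01605 overlap another annotated gene. At most 342 counts over all 9 libraries fell on any gene that overlaps these. The genes chosen after their values were seen were not checked for overlap. The table had 61533 genes with unique identifiers, of which 1247 carry a symbol that an earlier gene in the table also has, and no entry without a gene name. Groups and replicate numbers were taken from the sample labels.

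Depth was similar between groups. Gene counts summed to between 19106724 and 24705391 per library, which was 89.9% to 93.0% of the read totals in the headers. Mitochondrial genes held between 4.1% and 4.75% of the counts, and the 10 most abundant genes held 4.78% to 5.95%. A level at or under 3 counts was treated as the floor, and fold changes against a group at the floor are given as lower bounds.

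The counts were tested with edgeR 4.0.16 (R 4.3.3) in quasi-likelihood fits with TMM normalization, separately for each pair of groups, over genes with at least 20 counts summed over the 6 libraries compared. Genes were called at a Benjamini-Hochberg adjusted p of 0.05 or less with an absolute log2 fold change above 1, two-sided. The standard error is approximate, as the absolute log2 fold change divided by the square root of the F statistic. Levels are CPM, the counts of a gene per 1000000 of the summed gene counts of its library. The genes named in the text are GNAQ and CYSLTR2, the 3 called genes with the largest change in each direction in each comparison among those with a mean count of at least 50 and no overlap between groups, and up to 5 called members of each short list between the mutants. EGR1, HSPA7, HSPB8, HSPA8, HSPA1B, BAG3, GADD45A and GNA11 were chosen after their values were seen.

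Gene lists were tested with preranked gene set enrichment (fgsea 1.28.0, 100000 gene permutations), with genes ranked by the signed square root of F, and adjusted over 4 lists and 3 comparisons (12 tests). Of the 4 lists, 3 are a YAP conserved list of 62 genes, a short YAP/TAZ target list of 22 genes and a short MAPK target list of 10 genes, and 1 is not reported here. The short YAP/TAZ list shares 12 genes with the YAP conserved list. The short MAPK list shares 1 gene, ETV5, with the YAP conserved list. A further 5 lists (immediate early genes, 29; SRF/MRTF targets, 23; unfolded protein response, 18; interferon response, 23; semaphorins and plexins, 29) formed a second family. All of these lists were written from memory of published sets before the data were examined, with no published copy at hand, so that their membership can differ from the published sets. The list score of a library is the mean over members of log2 CPM, with a prior count of 2, minus the WT mean. A list of 14 further HSF1 targets, written before its result was seen, was tested the same way. Gene permutations treat genes as independent, so camera (with a preset correlation of 0.01 and with an estimated one) and fry (limma 3.58.1) were run beside them, for the HSF1 targets only after the permutation result was seen.

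Alternatives were the DESeq2 1.42.0 Wald test, all 9 libraries in one fit, the replicate number as a block, DESeq2 size factors, library totals only, no filter on counts, the edgeR expression filter, the adjusted p alone, leaving out each library in turn, other set tests and rankings, and the YAP conserved list without 13 proliferation genes. These were fixed before the data were examined. A correction for transcript length and GC content was added after seeing the data. It removes from each library a smooth trend of the deviations from the gene means on length and then on GC content, from GENCODE 44 transcripts matched by identifier, which covered 99.4% of genes with at least 20 counts. The trend was fitted on genes with a mean count of at least 50, with a span of 0.3.

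The labels number the replicates from 1 to 3 in each group without saying what a number shares. Deviations from the group means were correlated between libraries of the same number. For GNAQ Q209L and CYSLTR2 L129Q, the correlations were 0.19, 0.023 and 0.13 over all 26004 genes with at least 20 counts, 0.37, 0.077 and 0.25 over 20676 genes with a mean count of at least 10, and 0.65, 0.2 and 0.53 over 15737 genes with a mean count of at least 50. The criterion for pairing, a correlation above 0.1 in each pair, was met only over the well counted genes, and that minimum was chosen after several had been seen. Because counting noise lowers the correlation of genes with few counts, these groups were treated as paired, and results of the unblocked fit are given first. The pairing is not established, as libraries of different numbers were not compared. A trend on transcript length can also make such correlations. The shortest 20% of transcripts minus the longest 20% gave 0.099 and 0.13 (log2) in GNAQ Q209L and CYSLTR2 L129Q for number 1. It gave 0.08 and 0.00071 for number 2, and -0.13 and -0.11 for number 3. The other pairs of groups were not treated as paired.

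The fits were tested on simulated data before use, on counts drawn for 24172 genes with 200 genes changed by a log2 fold change of 2. The edgeR fit recovered 100% of the changed genes with 7 false calls, and DESeq2 recovered 100% with 1. The enrichment test returned an NES of 2.90 (permutation p 2.04e-05) for a list of 30 raised genes and 0.628 (permutation p 0.896) for a list of random genes. To allow for the WT libraries shared by both comparisons, unchanged groups were simulated 10 times from the WT means and the fitted dispersions.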

Results

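Messenger RNA was sequenced from HEK293T cells, a human embryonic kidney line that carries the SV40 large T antigen and takes up plasmid DNA readily. The 9 libraries fell into 3 groups of 3 replicates. One group was labelled WT, one carried GNAQ Q209L and one carried CYSLTR2 L129Q. The labels give one protocol for all groups, a transfection with 0.25 µg of DNA, and name no plasmid for the WT cells. The control is elsewhere described as mock transfected, so it stays open whether the WT cells received a plasmid. GNAQ encodes the G protein subunit Gαq, and the Q209L substitution slows its hydrolysis of GTP. CYSLTR2 encodes cysteinyl leukotriene receptor 2, a receptor that couples to Gαq, and the L129Q substitution makes it active without ligand. Gene counts summed to between 19106724 in WT replicate 2 and 24705391 in WT replicate 3. The number of genes with at least 1 count lay between 30192 and 31478 per library. No pair of replicates within a group was alike within sampling noise, since the chi-square per degree of freedom over genes was at least 2.01 in each of the 9 pairs.

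The genes of the transfected constructs were examined first, as a check of the labels. Positions are on hg38 throughout. GNAQ (ENSG00000156052, chromosome 9, 77716097 to 78031811, minus strand, protein coding) had 45.6 ± 3.15 CPM (counts per 1000000 counts of the library, SD, n = 3) in WT, 5910 ± 569 (SD, n = 3) in GNAQ Q209L and 38.2 ± 4.61 (SD, n = 3) in CYSLTR2 L129Q. The log2 fold change of GNAQ Q209L over WT was 7.03 (SE 0.0927, edgeR adjusted p 4.16e-18). Between CYSLTR2 L129Q and WT the GNAQ change was -0.26 on the log2 scale (SE 0.0806) and was not called (edgeR adjusted p 0.213). It passed the adjusted p in 3 alternatives without reaching the fold change limit. CYSLTR2 (ENSG00000152207, chromosome 13, 48706555 to 48711226, plus strand, protein coding) had 828 ± 47.6 CPM (SD, n = 3) in CYSLTR2 L129Q. It had 0 counts in each WT library and 0, 0 and 1 counts in the GNAQ Q209L libraries. The limit of 3 counts corresponds to between 0.121 and 0.157 CPM in these libraries and covers counting error only. Against this limit CYSLTR2 was at least 5280-fold higher in CYSLTR2 L129Q than in WT (edgeR adjusted p 1.08e-18) and at least 5760-fold higher than in GNAQ Q209L (edgeR adjusted p 6.17e-20). Construct RNA and endogenous RNA were not separated by these counts. The levels followed the labels in all 9 libraries, and the GNAQ level in GNAQ Q209L cells was 7.14 times the CYSLTR2 level in CYSLTR2 L129Q cells.

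**Figure D1:**
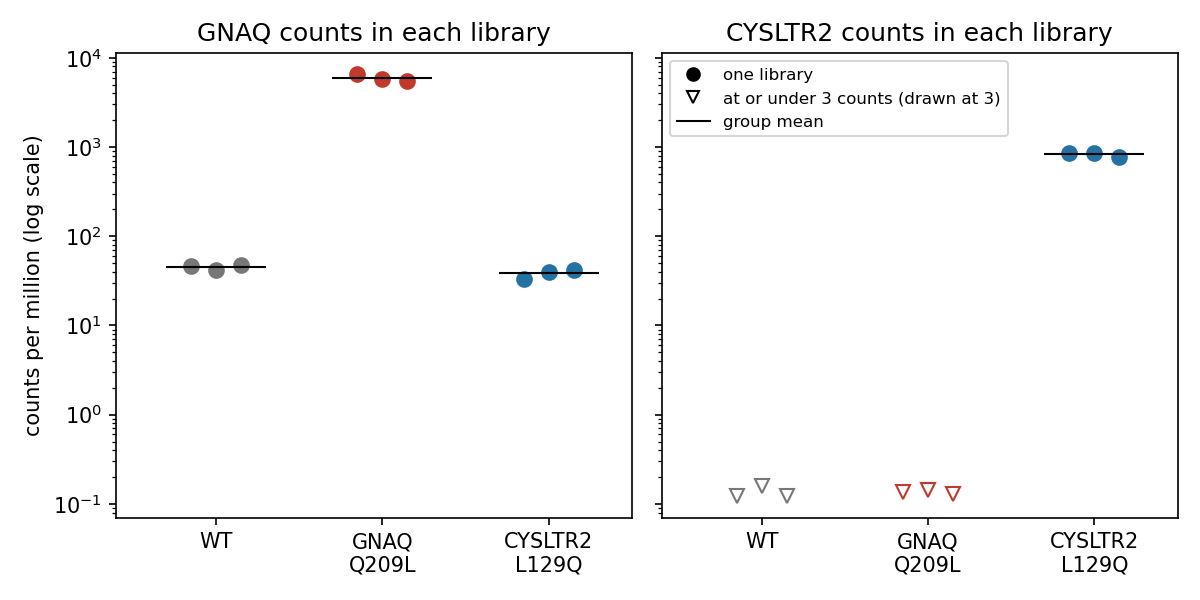
CPM of GNAQ (left) and CYSLTR2 (right) in each of the 9 libraries on a log axis, with points for libraries, open triangles for libraries at or under 3 counts (drawn at the level of 3 counts) and lines for group means. GNAQ averaged 5910 CPM in GNAQ Q209L cells and CYSLTR2 averaged 828 in CYSLTR2 L129Q cells, each above all libraries of the other groups.

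The comparison of GNAQ Q209L with WT asked which transcripts change when the oncogenic G protein is expressed. Of 24517 genes tested, 166 passed an adjusted p of 0.05 with an absolute log2 fold change above 1, 137 of them higher and 29 lower in GNAQ Q209L. Among the alternatives that kept the fold change limit, the DESeq2 Wald test moved this count most, to 82 genes. The lower calls rested on the choice of libraries, as 240 genes were called without GNAQ Q209L replicate 3, of which 106 were lower. In all 166 called genes (100%) the groups did not overlap, against 24.9% of all genes tested and 10% by chance for 3 against 3 libraries. Here and in the comparisons below, calling on the same libraries favors such separation, so it is no independent check of the calls. With the adjusted p alone, which moved the count most of all, 1479 genes passed, with a median absolute log2 fold change of 0.386, and this number ran from 709 without WT replicate 3 to 2514 without GNAQ Q209L replicate 3.

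Among well counted genes, the largest increases in GNAQ Q209L were those of GNAQP1, CGA and GNAQ itself. GNAQP1 (ENSG00000214077, chromosome 2, 131423801 to 131424867) is a processed pseudogene of GNAQ, and its log2 fold change of 8.86 (SE 0.111, edgeR adjusted p 3.66e-18) is uncertain because it shares sequence with the construct. CGA (ENSG00000135346, chromosome 6, 87085503 to 87095059), which encodes the common alpha chain of the glycoprotein hormones, had at most 3 counts in each WT library and 11.8 ± 4.03 CPM (SD, n = 3) in GNAQ Q209L, at least 75.2-fold higher (edgeR adjusted p 1.4e-08). The largest decreases were those of LINC01605, a long noncoding RNA present under a pair of identifiers, and of IGFBP5. LINC01605 fell by 1.39 on the log2 scale under ENSG00000253414 (chromosome 8, 37516399 to 37521447, SE 0.153, edgeR adjusted p 2.47e-05). It fell by 1.28 under ENSG00000253161 (chromosome 8, 37421341 to 37493913, SE 0.202, edgeR adjusted p 0.000905). IGFBP5 (ENSG00000115461, chromosome 2, 216672105 to 216695549) went from 27.4 ± 2.89 (SD, n = 3) in WT to 11 ± 1.91 CPM (SD, n = 3) and fell by 1.30 on the log2 scale (SE 0.112, edgeR adjusted p 1.77e-06).

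The comparison of CYSLTR2 L129Q with WT asked the same question of the oncogenic receptor. Of 24484 genes tested, 42 were called, all of them higher in CYSLTR2 L129Q. No gene was called lower in the fit of all 6 libraries, and 2 were without CYSLTR2 L129Q replicate 3. Without a filter on counts 7 were called lower, in a fit whose p values may be too small. In the fit of all 6 libraries, 111 genes were lower with an unadjusted p under 0.05 and a log2 fold change below -1. In all 42 called genes the groups did not overlap, against 15.5% of all genes tested. With the adjusted p alone 182 genes passed, from 50 without CYSLTR2 L129Q replicate 2 to 347 without CYSLTR2 L129Q replicate 3. Apart from CYSLTR2, the largest increases among well counted genes were those of ETV5 and LBH. ETV5 (ENSG00000244405, chromosome 3, 186046314 to 186109089) rose from 0.435 ± 0.197 (SD, n = 3) to 5.25 ± 0.345 CPM (SD, n = 3), a log2 fold change of 3.52 (SE 0.23, edgeR adjusted p 1.58e-07). LBH (ENSG00000213626, chromosome 2, 30231534 to 30260028) rose from 1.85 ± 0.219 (SD, n = 3) to 10.1 ± 1.54 CPM (SD, n = 3), a log2 fold change of 2.45 (SE 0.152, edgeR adjusted p 1e-07).

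Of the 42 genes called in CYSLTR2 L129Q, 34 (81%) were also called in GNAQ Q209L with the same sign. The fold change was larger in GNAQ Q209L for 28 of these genes and larger in CYSLTR2 L129Q for 6. The median log2 fold change of the 34 genes was 2.27 in GNAQ Q209L and 1.64 in CYSLTR2 L129Q. Over 15736 genes with a mean count of at least 50, the fold changes of the mutants against WT correlated across genes with r = 0.675, and 70.1% had the same sign, although genes are not independent replicates. In 10 simulations of unchanged groups that shared WT libraries the correlation averaged 0.498, with a range from 0.476 to 0.523, and the same-sign share averaged 66.6%. In this set of genes 27 were called in both comparisons, against 0 to 3 in the simulations. When the comparisons used different WT libraries, which removes the part shared through WT, the correlation of mean log2 CPM differences was between 0.371 and 0.476 over the 6 choices of libraries, against 0.583 by the same measure with shared libraries. Neither this nor the simulations allow for variation shared by mutant libraries of the same replicate number, which can raise the agreement. It also stays open whether the WT cells received a plasmid, and the WT libraries showed no GNAQ or CYSLTR2 construct expression. Changes common to the mutants can therefore also come from plasmid uptake or from expressing a construct. The agreement does not separate these from the effect of the mutations.

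The direct comparison of GNAQ Q209L with CYSLTR2 L129Q tested where the responses to the mutants differ. Of 24497 genes tested, 38 were called, 33 higher and 5 lower in GNAQ Q209L. The count was 98, 73 higher and 25 lower, when the replicate number was fitted as a block, a fit whose p values may be too small. It was 22 without CYSLTR2 L129Q replicate 2. In all 38 called genes the groups did not overlap, against 18.1% of all genes tested. After GNAQ and GNAQP1, the largest increase among well counted genes was that of HSPA6 (ENSG00000173110, chromosome 1, 161524540 to 161526894). It had 0.26 ± 0.13 CPM (SD, n = 3) in WT, 1.17 ± 0.193 (SD, n = 3) in CYSLTR2 L129Q and 21.1 ± 2.16 (SD, n = 3) in GNAQ Q209L, and the log2 fold change between the mutants was 4.19 (SE 0.151, edgeR adjusted p 8.75e-12). HSPA6 has a close pseudogene copy, HSPA7, with which it may share reads. After CYSLTR2, the largest decreases were those of HMOX1 and ARC. HMOX1 (ENSG00000100292, chromosome 22, 35381093 to 35394214) was lower by a log2 fold change of -1.11 (SE 0.123, edgeR adjusted p 5.84e-05), and its change was -0.99 without GNAQ Q209L replicate 3. ARC (ENSG00000198576, chromosome 8, 142611049 to 142614479) had a log2 fold change of -1.01 (SE 0.234, edgeR adjusted p 0.0484). The ARC call was lost in the blocked fit (log2 fold change -0.96), with DESeq2 (adjusted p 0.206) and in 4 of the 6 fits that left out a library, among them that without CYSLTR2 L129Q replicate 2 (log2 fold change -0.61).

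The members of the short YAP/TAZ target list that were called between the mutants were CCN2, ANKRD1, CCN1 and AMOTL2, all higher in GNAQ Q209L. CCN2 (ENSG00000118523, chromosome 6, 131948176 to 131951372) had 1.38 ± 0.39, 12.2 ± 1.07 and 3.2 ± 0.914 CPM (SD, n = 3 each) in WT, GNAQ Q209L and CYSLTR2 L129Q. Its log2 fold change between the mutants was 1.94 (SE 0.161, edgeR adjusted p 1.56e-06). ANKRD1 (ENSG00000148677, chromosome 10, 90912096 to 90921087) differed by 1.72 (SE 0.139, edgeR adjusted p 1.08e-06) and CCN1 (ENSG00000142871, chromosome 1, 85580761 to 85583950) by 1.68 (SE 0.109, edgeR adjusted p 6.65e-08). AMOTL2 (ENSG00000114019, chromosome 3, 134355347 to 134374447) differed by 1.60 (SE 0.0793, edgeR adjusted p 1.29e-09). Against WT, the log2 fold changes of CCN1 were 2.93 in GNAQ Q209L and 1.24 in CYSLTR2 L129Q, and those of AMOTL2 were 2.01 and 0.40. No member of the short MAPK target list was called between the mutants.

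The transcriptional read-outs of YAP and of ERK signaling were then compared with gene lists. Against WT, the YAP conserved, short YAP/TAZ and short MAPK lists were enriched among genes that rose in each mutant. The normalized enrichment score (NES) of the YAP conserved list was 2.49 in GNAQ Q209L (preranked permutation test, adjusted p 7.7e-05, the smallest the permutations gave) and 2.07 in CYSLTR2 L129Q (adjusted p 0.00814). Over the alternatives the former reached an adjusted p of at most 0.00152, without GNAQ Q209L replicate 3, and its NES fell to 1.96 with genes ranked by fold change. The short YAP/TAZ target list had an NES of 2.60 (adjusted p 7.7e-05) and 2.21 (adjusted p 0.0034), with 17 of 22 members higher in each mutant. The short MAPK target list had an NES of 2.08 (adjusted p 0.00263) and 2.16 (adjusted p 0.00201). These calls against WT also passed with camera and with fry. In GNAQ Q209L, 6 of the 22 tested members of the short YAP/TAZ list were called over all genes and 6 when adjusted over the list alone. In CYSLTR2 L129Q the numbers were 3 and 3. Of the 10 members of the short MAPK list, 5 were called in GNAQ Q209L both ways, and 4 over all genes and 5 adjusted over the list alone in CYSLTR2 L129Q. Of the 58 tested YAP conserved members, 8 were called in GNAQ Q209L and 5 in CYSLTR2 L129Q, with the same numbers adjusted over the list alone. ETV5, also on the short MAPK list, had the largest log2 change of these called members in each mutant (3.86 and 3.52). The median log2 fold change over all tested members was small for the YAP conserved list, at 0.0754 in GNAQ Q209L, so that the enrichment lay in a part of its members.

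Between the mutants the read-outs differed. The YAP conserved list was enriched in GNAQ Q209L over CYSLTR2 L129Q with an NES of 2.46 (preranked permutation test, adjusted p 0.000498), and the short YAP/TAZ target list with an NES of 2.64 (adjusted p 7.7e-05). The short MAPK target list (NES 0.978, adjusted p 0.484) did not pass the threshold, and its sign changed without GNAQ Q209L replicate 1 (NES -1.14) and without CYSLTR2 L129Q replicate 3 (NES -0.991). The mean log2 score of the short YAP/TAZ list over WT was 0.759 ± 0.016 (SD, n = 3) in GNAQ Q209L and 0.315 ± 0.017 (SD, n = 3) in CYSLTR2 L129Q, with each GNAQ Q209L library above each CYSLTR2 L129Q library. The YAP conserved list scored 0.319 ± 0.023 (SD, n = 3) and 0.156 ± 0.031 (SD, n = 3). Of 22 short YAP/TAZ members 13 were higher in GNAQ Q209L and 9 lower, and of 58 YAP conserved members 36 and 22. The short MAPK list scored 1.55 ± 0.13 (SD, n = 3) and 1.46 ± 0.15 (SD, n = 3), a difference smaller than the spread between replicates. Between the mutants 4 members of the short YAP/TAZ list were called over all genes and 4 adjusted over the list alone. For the YAP conserved list the numbers were 4 and 5, and for the short MAPK list 0 and 0. With the adjusted p alone, 7 members of the short YAP/TAZ list passed over all genes and 8 over the list alone, all 8 higher in GNAQ Q209L. Of the short MAPK list 1 and 6 members passed, with 3 of the 6 higher and 3 lower in GNAQ Q209L.

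**Figure D2:**
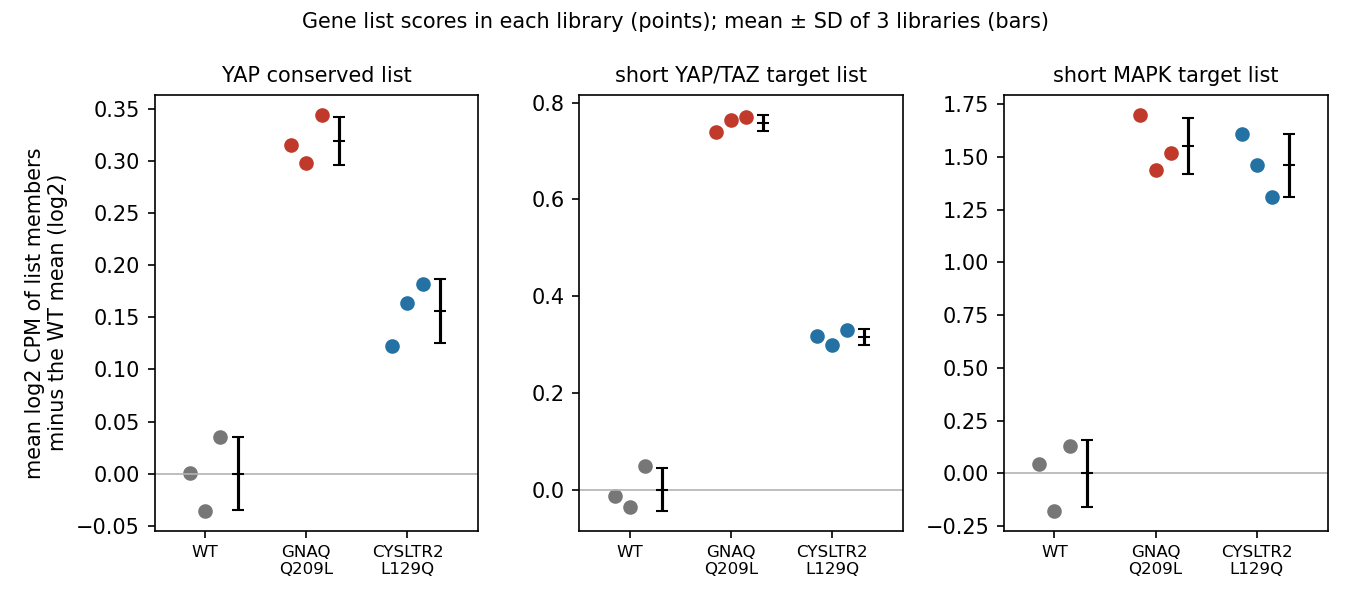
Scores of 3 gene lists in each library, as the mean log2 CPM of the list members minus the WT mean, with points for libraries and bars for mean ± SD of 3 libraries, each panel on its own scale. The short YAP/TAZ list averaged 0.759 in GNAQ Q209L and 0.315 in CYSLTR2 L129Q without overlap, whereas the short MAPK list averaged 1.55 and 1.46 with overlapping libraries.

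**Figure D3:**
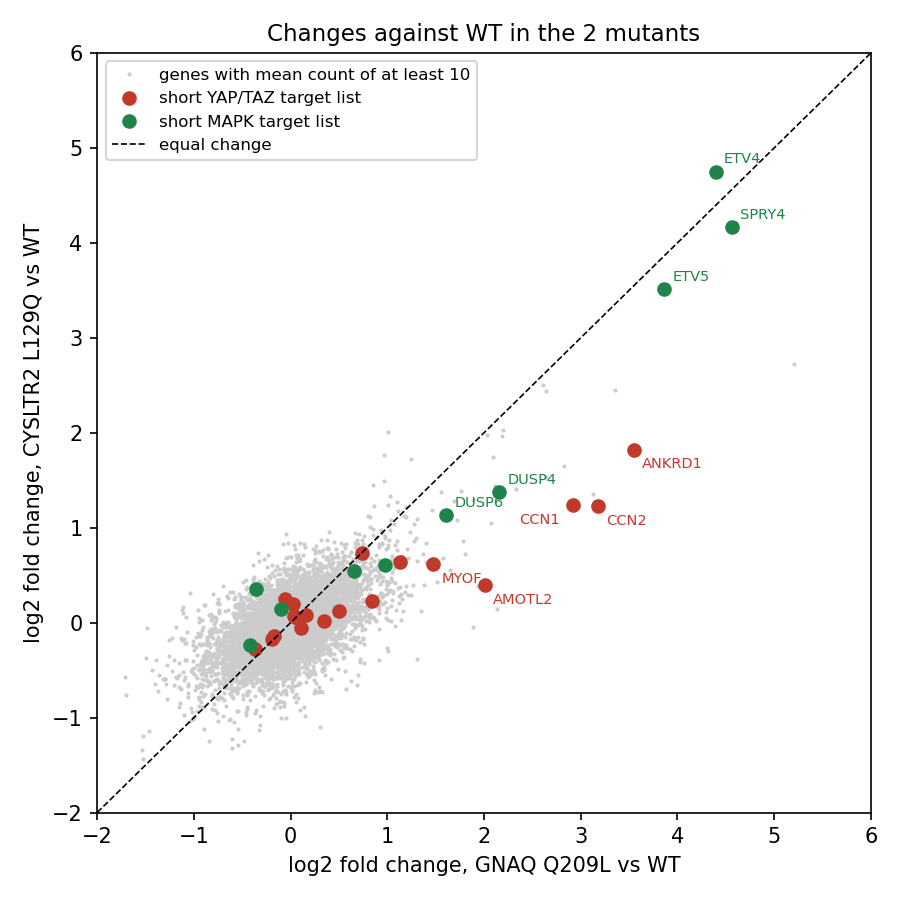
Log2 fold changes against WT in GNAQ Q209L (horizontal) and CYSLTR2 L129Q (vertical) for 20505 genes with a mean count of at least 10, with a further 4 genes beyond the axes and both axes sharing WT libraries. The 6 short YAP/TAZ list members (red) called in GNAQ Q209L lay below the dashed line of equal change, with CCN1 at 2.93 and 1.24, while ETV5 (green) lay close to it at 3.86 and 3.52.

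A further 5 lists were tested as a separate family of 15 tests. The immediate early gene list was enriched in GNAQ Q209L (NES 2.79, preranked permutation test, adjusted p 7.94e-05) and in CYSLTR2 L129Q (NES 3.03, adjusted p 7.94e-05), with EGR1 changed by 2.64 and 2.44 on the log2 scale. The list of SRF/MRTF targets was enriched in GNAQ Q209L (NES 2.55, adjusted p 7.94e-05) and in CYSLTR2 L129Q (NES 1.92, adjusted p 0.00822), where it did not pass with genes ranked by fold change (adjusted p 0.178). The unfolded protein response list passed in CYSLTR2 L129Q (NES 2.23, adjusted p 0.00488) and not in GNAQ Q209L (NES 1.27, adjusted p 0.242). With genes ranked by fold change it did not pass in CYSLTR2 L129Q (adjusted p 0.178), and without GNAQ Q209L replicate 3 it passed in GNAQ Q209L (adjusted p 0.0421). The semaphorin and plexin list was lower in CYSLTR2 L129Q (NES -1.68, adjusted p 0.0159) and not in GNAQ Q209L (NES -1.27, adjusted p 0.224), and neither outcome was stable. In CYSLTR2 L129Q it did not pass with camera and an estimated correlation (adjusted p 0.448), with fry (adjusted p 0.228), with genes ranked by fold change (adjusted p 0.178), or without CYSLTR2 L129Q replicate 1 (adjusted p 0.383), WT replicate 1 (adjusted p 0.0971) or WT replicate 3 (adjusted p 0.0893). In GNAQ Q209L it passed without WT replicate 2 (adjusted p 0.0402) and without GNAQ Q209L replicate 3 (adjusted p 0.0421). The interferon response list passed in neither mutant (adjusted p 0.419 in GNAQ Q209L and 0.437 in CYSLTR2 L129Q). Between the mutants, the SRF/MRTF list (NES 2.77, adjusted p 7.94e-05) and the immediate early list (NES 1.95, adjusted p 0.0103) were higher in GNAQ Q209L, and the unfolded protein response list was lower (NES -1.82, adjusted p 0.0103). The interferon list (NES -1.12, adjusted p 0.384) and the semaphorin and plexin list (NES 0.718, adjusted p 0.866) did not pass, although each GNAQ Q209L library scored below each CYSLTR2 L129Q library for the interferon list. Under camera with an estimated correlation and under fry, of these 3 differences that of the SRF/MRTF list passed and those of the immediate early and unfolded protein response lists did not. The immediate early difference also did not pass without CYSLTR2 L129Q replicate 3 (adjusted p 0.0837), nor the unfolded protein response difference without GNAQ Q209L replicate 3 (adjusted p 0.0699).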

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

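The tests of transcript length and GC content, of a common weaker response and of construct amount below were chosen after the results were seen. Each of the 5 results below was marked because the effects of the mutants differed in a direct test of GNAQ Q209L against CYSLTR2 L129Q.

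The short YAP/TAZ target list (adjusted p 7.7e-05) and the YAP conserved list (adjusted p 0.000498) were higher in GNAQ Q209L. Depth offers little ground for this, since library totals overlapped between the groups. Libraries did differ along transcript length. In the blocked fit with the length and GC trends removed, which raised the number of genes called from 98 to 105, the lists stayed past the threshold with adjusted p values of 0.000383 and 0.00501 (over all alternatives of each list, adjusted p values reached at most 0.00155 and 0.0272), which argues against these trends as the whole cause. A response that is weaker by one common factor in CYSLTR2 L129Q was tested with the members of the short lists that rose past the adjusted p in GNAQ Q209L. In CYSLTR2 L129Q, the 9 YAP/TAZ members kept a median of 41.9% of their log2 change and a mean of 44.6% ± 23.8 (SD over genes), with GADD45A at 99.2%. The 7 MAPK members kept a median of 83% and a mean of 81.4% ± 16.8 (SD over genes). The means differed with an exact permutation p of 0.00559 over 11440 arrangements, two-sided, across genes that are not independent replicates. This argues against one common factor, although responses that saturate at different levels of input were not tested. The amount of construct stays open. GNAQ in GNAQ Q209L cells was at 7.14 times the level of CYSLTR2 in CYSLTR2 L129Q cells in CPM, every library of the first above every library of the second, and so construct amount and the mutation itself cannot be told apart. A difference between the oncogenic G protein and the receptor in reaching YAP remains a hypothesis.

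The list of SRF/MRTF targets differed in the same direction (adjusted p 7.94e-05), with mean scores of 0.46 ± 0.034 in GNAQ Q209L and 0.137 ± 0.043 in CYSLTR2 L129Q (SD, n = 3 each). It has no gene in common with the short YAP/TAZ list and 1 with the YAP conserved list. Without genes of the YAP lists its NES was 2.73 over 20 genes (permutation p 1.92e-05). In the blocked fit with length and GC trends removed the adjusted p was 7.94e-05, the smallest the permutations gave, and over all alternatives it reached at most 0.00638. The lists were written from memory, and a gene can answer to both pathways while standing on a single list. Removing shared genes therefore cannot tell separate read-outs from a common cause. Actin-dependent transcription may differ between the mutants, whether apart from the YAP targets or not, and construct amount stays open here for the reason given above.

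For the immediate early gene list (adjusted p 0.0103) the evidence was weaker. Lower in GNAQ Q209L were 7 of 28 tested members, ARC among them, against 9 of 22 short YAP/TAZ and 22 of 58 YAP conserved. The mean scores of the immediate early list were 0.827 ± 0.063 in GNAQ Q209L and 0.732 ± 0.14 in CYSLTR2 L129Q (SD, n = 3 each). The libraries overlapped, and differences between libraries of the same number were 0.115, -0.104 and 0.276. The adjusted p was 0.0115 with the block and the length and GC trends removed, but 0.426 with camera and an estimated correlation, 0.223 with fry and 0.0837 without CYSLTR2 L129Q replicate 3, with a range from 0.00306 to 0.475 over all alternatives. Of the 10 splits of the 6 libraries, 3 gave as large an absolute NES. Spread between libraries in co-regulated genes is a candidate explanation of this difference.

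The unfolded protein response list (adjusted p 0.0103) was lower in GNAQ Q209L, with mean scores of 0.0736 ± 0.04 against 0.147 ± 0.035 in CYSLTR2 L129Q (SD, n = 3 each). Libraries of the same number differed by -0.0581, -0.08 and -0.0832, with a mean of -0.0738 ± 0.014 (SD, n = 3 pairs), and the adjusted p was 0.00709 in the blocked fit. Removing the length and GC trends in the blocked fit left an adjusted p of 0.00855. With camera and an estimated correlation it was 0.356, with fry 0.116, with genes ranked by fold change 0.475 and without GNAQ Q209L replicate 3 it was 0.0699, all without the block, with a range from 0.00339 to 0.475 over all alternatives. The pairs thus agreed in direction, while the call depended on the test. Load on the endoplasmic reticulum from making a membrane receptor could contribute, and this was not tested.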

How the results depend on the processing

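For the YAP conserved, short YAP/TAZ and short MAPK lists, the calls and directions against WT held in each alternative, including the fits that left out a library. Both YAP lists passed between the mutants in each alternative. GNAQ and CYSLTR2 changes kept their direction and call in each alternative. For GNAQ between CYSLTR2 L129Q and WT the adjusted p was 0.213, and it did not pass in the alternatives except 3, in which the fold change limit alone kept it uncalled. These were no filter on counts (0.0206), the fit without CYSLTR2 L129Q replicate 3 (0.0443) and the length and GC correction (0.0397). CYSLTR2 was not tested between GNAQ Q209L and WT because it had too few counts.

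Counts of called genes moved more. GNAQ Q209L against WT gave 82 genes with DESeq2 (81 of them among the 166), where fewer genes had an adjusted p, and 1479 with the adjusted p alone. CYSLTR2 L129Q against WT gave 66 without a filter on counts and 182 with the adjusted p alone. Between the mutants, the adjusted p alone gave 245, from 73 without CYSLTR2 L129Q replicate 2 to 350 without GNAQ Q209L replicate 3 among the fits that left out a library. Genes called in both mutants numbered 147 with the adjusted p alone, against 34. By construction the adjusted p alone drops the fold change limit.

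The replicate block gave 98 genes between the mutants (36 of the 38 among them), and 105 with the length and GC correction, an alternative chosen after seeing the data. With the adjusted p alone, these blocked fits gave 2156 and 2644 genes, against 245 without the block. The block leaves few residual degrees of freedom, and the cause was not tested further. Between the mutants, HSPA6 had an edgeR adjusted p of 5.72e-210 with the block against 8.75e-12 without, and HMOX1 had 3.97e-75 against 5.84e-05. Without a filter on counts, IGFBP5 in GNAQ Q209L against WT had an edgeR adjusted p of 3.6e-40 against 1.77e-06. The p values of blocked and unfiltered fits may thus be too small and their gene counts too high. Against WT the numbers did not pair the libraries, as over genes with a mean count of at least 50 the correlations were -0.2, 0.18 and 0.23 for GNAQ Q209L and -0.23, -0.0077 and 0.18 for CYSLTR2 L129Q. There the block gave 200 and 41 genes. Among the lists and the gene changes that were refitted with it, the block changed no other call than that of ARC. The genes chosen after their values were seen were not refitted.

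Between the mutants the fits that left out 1 library gave from 22 to 38 genes, with 22 without CYSLTR2 L129Q replicate 2. In the same fits the short MAPK list had adjusted p values from 0.251 to 0.465, with the sign reversed in 2 fits and no call. The interferon list in CYSLTR2 L129Q against WT (0.354 to 0.917) and the semaphorin and plexin list between the mutants (0.0871 to 0.963) reversed in 2 such fits each, again without a call. The cause of these reversals was not tested. Of the other results, the exploratory lists became weaker 11 times across settings, and weaker 5 times and stronger 3 times across fits that left out a library. Single genes became weaker 5 and 5 times, 9 of them ARC and 1 HMOX1.

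Scaling mattered little. Between the mutants, the median log2 fold change of all genes was -0.0038 with TMM, -0.0035 with DESeq2 size factors and -0.013 with library totals. Depth limits genes near the floor, such as CGA in WT, for which only a bound can be given.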

Other observations

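Splits of the libraries and the heat shock list were fixed before their results were seen, and the tests of the pseudogene and of small changes, and camera and fry for the heat shock list, were chosen after.

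Each comparison of 3 against 3 libraries has 10 splits, so that a share under 0.1 cannot be reached. The real split called most genes in each comparison, as 1 of 10 splits gave as many. The largest other splits called 1 gene against 166 (GNAQ Q209L and WT), 2 against 42 (CYSLTR2 L129Q and WT) and 17 against 38 (between the mutants). The split with 17 genes put GNAQ Q209L replicates 1 and 2 with CYSLTR2 L129Q replicate 1, the mutant libraries with most signal from short transcripts, and parted 1 pair of replicate numbers. The other splits that, like the real one, parted 3 pairs called 0. With the adjusted p alone, a split of the CYSLTR2 L129Q and WT libraries that grouped WT replicate 2 with CYSLTR2 L129Q replicates 1 and 2 gave 417 genes, more than the 182 of the real split, a grouping that follows the length trend in part. With the length and GC trends removed the real split gave 377. The split with 417 genes was not refitted that way, so these counts do not show how far the trend made it.

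For the lists, splits were compared by absolute NES. In each mutant against WT, 1 of 10 splits gave as large a value as the real split for the YAP conserved, short YAP/TAZ and short MAPK lists. The same held for both YAP lists between the mutants. Between the mutants it was 7 of 10 for the short MAPK list. Among the further lists, the SRF/MRTF list gave 1, 2 and 1 of 10 (GNAQ Q209L against WT, CYSLTR2 L129Q against WT and between the mutants), the immediate early list 1, 1 and 3, the unfolded protein response list 3, 1 and 1, the interferon list 3, 6 and 4, and the semaphorin and plexin list 8, 3 and 10. Splits that mix the groups keep part of the real difference, so their NES values do not show what unrelated groupings would give.

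HSPA6, HSPA7 and HSPB8 were higher in GNAQ Q209L than in WT. HSPA6 rose by 6.31 and HSPB8 by 3.54 on the log2 scale (edgeR adjusted p 3.08e-12 and 3.75e-09), and HSPA7 was at least 32-fold higher, although HSPA6 and HSPA7 are close copies that can share reads. A general heat shock response may be proposed from these genes. If it were the cause, the other HSF1 targets would rise as a set. Of 14 such genes 11 were lower, with a median log2 fold change of -0.096, and gene permutations gave a downward shift (NES -1.83, permutation p 0.00369). The shift downward had a p of 0.0045 with camera and a preset correlation but did not pass with an estimated one (p 0.261) or with fry (p 0.0658), so a fall of the set is not established. None of these tests gave a rise. Of the 14 genes 4 passed the adjusted p, 3 of them lower. The largest increase of a member was that of BAG3, 0.249 on the log2 scale (edgeR adjusted p 0.0427). HSPA8 changed by -0.38 (edgeR adjusted p 0.00145) and HSPA1B by -0.45 (edgeR adjusted p 0.000209). The rise of HSPA6 and HSPB8 in GNAQ Q209L thus came without a rise of the 14 genes as a set. In CYSLTR2 L129Q against WT, HSPA6 and HSPB8 also rose, by 2.12 and 1.77 on the log2 scale (edgeR adjusted p 0.0105 and 0.000508). There 8 of the 14 genes were higher and 6 lower, and the set did not pass (NES 1.37, permutation p 0.117, fry p 0.0801). Between the mutants the set was lower in GNAQ Q209L (NES -2.11, permutation p 0.0015, fry p 0.0234). It did not pass there with camera and an estimated correlation (p 0.0926). The source of the rise stays open.

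GNAQP1 rose by 8.86 on the log2 scale in GNAQ Q209L. Reads of the construct placed on the pseudogene are a candidate explanation. In the GENCODE 44 sequences, 44.7% of the 31-base words of GNAQP1 also occur in GNAQ, against 0% for GNA11. GNAQP1 counts were 15.7% ± 0.18 of GNAQ counts in the GNAQ Q209L libraries (SD, n = 3), against 4.39% ± 0.63 in WT (SD, n = 3). The constant share and the shared sequence are consistent with misplaced reads, which would also make the GNAQ level an underestimate.

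Many genes passed the adjusted p with small changes between GNAQ Q209L and WT. Libraries differed by transcript length within groups. Over 15645 genes, the median deviation of the shortest 20% of transcripts minus that of the longest 20% ran from -0.13 in GNAQ Q209L replicate 3 to 0.13 in CYSLTR2 L129Q replicate 1 (log2). If this trend had made the small changes, removing it would leave fewer. With the trends removed 2486 genes passed, including 1478 of the 1479, so the trend adds spread and did not produce these calls.

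The labels and the description of the series leave open what the WT libraries received. These had 0 CYSLTR2 counts, and between 803 and 1185 GNAQ counts, close to the 644 to 1015 of the CYSLTR2 L129Q libraries. GNA11, the closest relative of GNAQ, was at 97.1 ± 1.24 CPM in WT, 91.6 ± 4.61 in GNAQ Q209L and 95.9 ± 3.69 in CYSLTR2 L129Q (SD, n = 3 each). The groups with a construct had 119898 to 144735 GNAQ counts (GNAQ Q209L) and 16482 to 18910 CYSLTR2 counts (CYSLTR2 L129Q). These values argue against expression of a GNAQ or CYSLTR2 construct in the WT cells at the levels of the mutant groups. They do not tell an empty plasmid from no plasmid, and this was not tested.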
